A study of Brassica napus with 14 samples.

How the data were processed

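Polyadenylated RNA was sequenced from whole ovules and whole seeds of Brassica napus cultivar DH12075, in 14 libraries that the labels place in 5 stages. Per the labels' protocols, single-end reads of 100 bases came from an Illumina HiSeq instrument. Trimmomatic (version 0.36) did the trimming, HiSat2 was the aligner and the genome of DH12075 its target. Cuffquant and Cuffdiff served for quantification, normalization and the authors' own differential expression, which is not used here. The authors deposited 1 table of FPKM values (fragments mapped to a transcript, relative to its length and to the mapped fragments of the library) with 96219 genes and 1 value per gene and stage. The way in which replicate libraries were combined, the annotation version and the library normalization are not stated. The table pairs each DH12075 gene identifier with an identifier of the cultivar Darmor (91735 genes) and an Arabidopsis locus (87904 genes). It also holds 2 columns whose names match no sample described here, and these were not used.

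Because no value per library was given, the planned tests (limma on log2 values, permutation tests across libraries and the leaving out of replicates) could not be run, and a fallback was used. The planned tests, this fallback, the rule for named genes, the gene list and most of the other settings tried were fixed before the data were examined. Correlations between stages, the stage of the highest value, later changes of the same genes, random lists, homoeologous pairs and ratios to the MG value were added afterwards. The fallback describes the differences between stages without a test. No standard deviation, confidence interval or p-value accompanies any value, since each is the authors' single value for a stage, and genes are not replicates. The depth of the libraries is unknown. FPKM is a relative unit. Without further rescaling, a stage in which a few transcripts take much of the RNA leaves less for all others. The ratio of each stage to the gene-wise geometric mean over the 44965 genes above 0 in all 5 stages had a median between 0.984 (MG) and 1.04 (HEART), so the deposited columns were already close to a common median. Their sums were not equal, and without its 100 highest genes MG still had the largest sum (790859, against 407041 in OV). Such a loss for the other genes was thus not visible in the deposited columns. Rescaling to a common sum takes the common median away again. An exact 0 in such a table can be a failed estimate, and genes are therefore described as listed at 0.

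Stages were compared on the log2(FPKM + 1) scale. This scale understates the change of low genes. A gene was counted as higher or lower when its difference was at least 1 on that scale. The 49417 genes with FPKM of at least 1 in any stage were considered. The filter planned over libraries was replaced by this one over stages. With a pseudocount of 1 no gene outside this set can reach the threshold. A gene was called detected in a stage at FPKM of at least 1. Subgenomes were read from the chromosome number in the DH12075 identifier, and each number was given the letter, A or C, that most of its paired Darmor identifiers carry (at least 79.6% on every chromosome). This put 40609 genes on 10 A chromosomes and 51622 on 9 C chromosomes, and left 3988 genes out of the subgenome counts. The Darmor letter and the chromosome number gave the same subgenome for 84.7% of the 87741 genes that have both. Homoeologous pairs were defined as Arabidopsis loci with exactly 2 genes in the table, 1 on A and 1 on C. How reads shared by near-identical copies were assigned is not stated, so values of single copies are uncertain.

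The named genes follow a rule. For each consecutive pair of stages it takes the largest rise and the largest fall among genes past the threshold with FPKM of at least 10 in the higher stage, and the part of the rule about single libraries could not be applied. The list held 22 genes of seed development and filling. Its symbols were attached to Arabidopsis loci from general knowledge of Arabidopsis nomenclature, since the table gives loci and no symbols. The median difference of the list was placed among 10000 random lists of the same size drawn within 20 bins of mean log2 value, as a description of these columns. In the RefSeq gene table for cultivar Da-Ae, 3477 genes had their Darmor identifier as a symbol, which adds no gene name, and no coordinates were taken from it.

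The alternatives tried were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, rescaling each stage by the median of ratios, rescaling each stage to a common sum, quantile normalization, other detection limits and numbers of highest genes, and other readings of the subgenome. The counting functions were tested on simulated data with 10458 genes, built from genes with FPKM of at least 10 in OV. Noise far smaller than the threshold was added. All 200 genes changed by a known 8-fold factor were recovered and 0 unchanged genes were called. These settings fixed that outcome beforehand, so it checks the code alone. It says nothing of low genes or of the spread between replicates. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.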

Results

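Transcript levels were measured by RNA sequencing over the course of seed development in Brassica napus (oilseed rape), an allotetraploid crop that carries an A and a C subgenome. The cultivar was DH12075. Whole ovules were taken on the day of pollination (day 0), a stage called OV. Whole seeds of stage GLOB were 7 days past fertilization, those of HEART 10 days, those of MG 28 days and those of DS 35 days. OV, GLOB, HEART and MG had 3 libraries each and DS had 2. The authors' values are 1 FPKM per gene and stage, so the spread between replicates is not known for any value below, and no difference could be tested against it. The depth per library is likewise unknown. Of the 96219 annotated genes, 24944 were listed at 0 in all 5 stages, 49417 reached 1 FPKM in at least 1 stage and 25056 reached it in all 5.

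The number of genes detected at 1 FPKM or more was 38383 in OV, 37685 in GLOB and 39540 in HEART, and was lower in MG (35985) and DS (34275). The alternative that moved these numbers most was a limit of 5 FPKM, at which 20384 genes were detected in OV, 21101 in HEART, 19509 in MG and 19730 in DS, so that DS lay slightly above MG. On a common sum DS also lay above MG, with 34889 genes against 32271. The authors' FPKM values summed to 446090 in OV, 640152 in GLOB, 593838 in HEART, 1511542 in MG and 912604 in DS. The 100 highest genes of each stage held 8.75% of the summed FPKM in OV, 11.9% in GLOB and 9.90% in HEART. They held 47.7% in MG and 26.4% in DS. In MG, the 10 highest genes alone held 16.9%. The highest gene was BnaN07g32230 (Arabidopsis locus AT1G72290) in OV, GLOB and HEART, with 2281, 7585 and 2730 FPKM. In MG it was BnaN11g32850 (AT4G27140) with 40418 FPKM, and in DS BnaN14g06350 (AT2G40170) with 21270 FPKM.

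**Figure D1:**
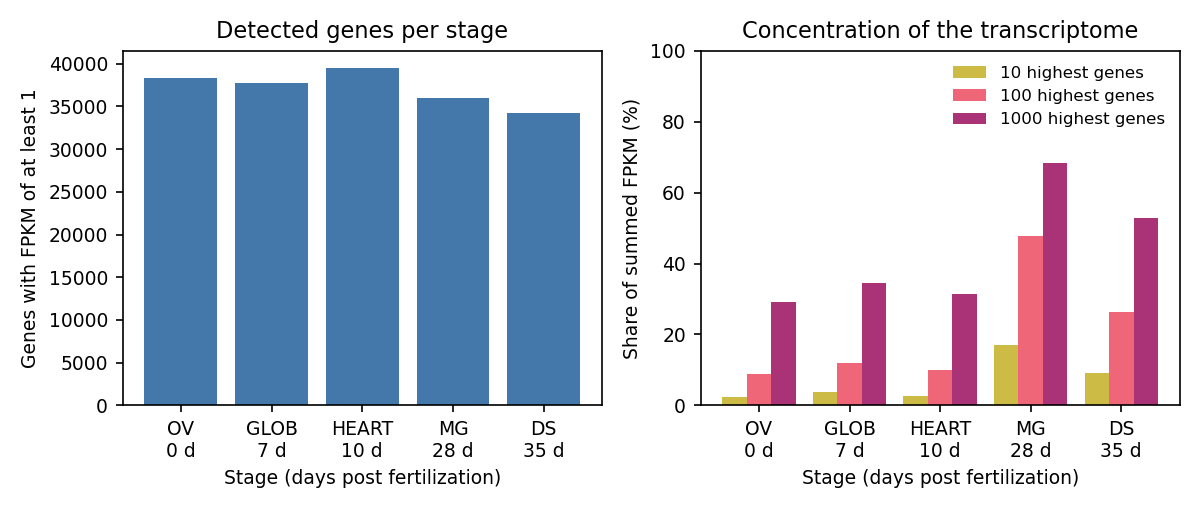
Left, genes with FPKM of at least 1 in each stage, from 34275 in DS to 39540 in HEART; right, the percentage of each stage's summed FPKM held by its 10, 100 and 1000 highest genes. Each bar is the authors' single value set for a stage, and the share of the 100 highest genes is largest in MG, at 47.7%.

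To ask when the transcriptome changes, consecutive stages were compared on the log2(FPKM + 1) scale over the 49417 genes. Across these genes, which are not independent replicates, GLOB and HEART were the most similar pair (Pearson r = 0.934). The correlation was 0.786 between OV and GLOB, 0.567 between HEART and MG, and 0.717 between MG and DS. The least similar of the 10 pairs was GLOB and DS (r = 0.376). Over all 96219 genes, most of them low, the coefficients were higher, from 0.646 for GLOB and DS to 0.964 for GLOB and HEART. From OV to GLOB, 7831 genes were at least 2-fold higher on this scale and 5428 were lower. From GLOB to HEART, 3 days later, 2415 were higher and 1237 lower, which is 7.39% of the genes. From HEART to MG, 8608 were higher and 11062 lower, and from MG to DS, 9397 were higher and 10532 lower. Between the end points OV and DS, 11429 genes were higher in DS and 12626 lower. In total 41962 genes (84.9%) differed by this amount between at least 1 pair of stages. The differences are those between 2 columns of values and have no replicate check. The steps cover unequal times, GLOB to HEART being the shortest, so the counts are not rates of change.

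These counts depended on scale. In proportion, the comparison of GLOB with HEART moved most, from 3652 to 1472 genes when a mean FPKM of at least 5 was required and to 7792 with a pseudocount of 0.1. With that mean, rises outnumbered falls from HEART to MG (5451 against 5236) and from OV to DS (7044 against 6036), the opposite of the order over all genes considered. Relative to the median of the genes kept, this was not so. From HEART to MG 4863 were then higher and 5619 lower, and from OV to DS 6513 and 6514. With each stage rescaled to a common sum, the median log2 difference over the genes was -0.34 from OV to GLOB (0.00 as deposited), -1.03 from HEART to MG (-0.09 as deposited), 0.29 from MG to DS (-0.01 as deposited) and -0.77 from OV to DS (-0.03 as deposited). Under it, the higher genes were 31.9% of those counted from OV to GLOB (59.1% as deposited), 12.4% from HEART to MG (43.8% as deposited), 70.9% from MG to DS (47.2% as deposited) and 23.2% from OV to DS (47.5% as deposited). Relative to that median, 9754 genes were higher and 9910 lower from HEART to MG. From OV to GLOB the numbers relative to that median were 8276 and 7812, from MG to DS 11425 and 8503, and from OV to DS 11785 and 13729.

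**Figure D2:**
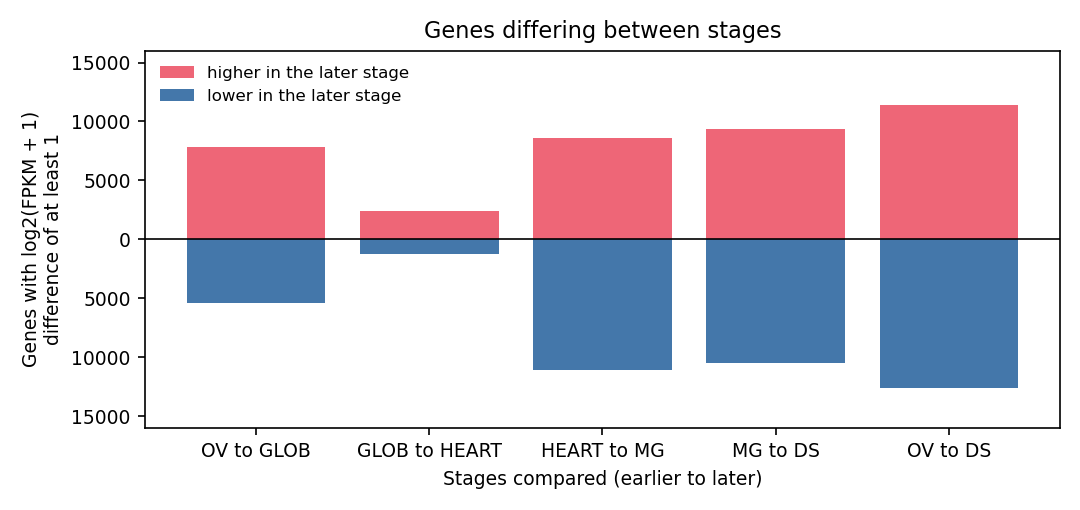
Number of genes at least 1 higher (above 0) or lower (below 0) on the log2(FPKM + 1) scale in the later stage, for the 4 consecutive comparisons and OV to DS. The GLOB to HEART comparison, which covers the shortest time, has the fewest, with 2415 higher and 1237 lower. The bars carry no error because each stage has a single value.

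Of the 8608 genes higher in MG than in HEART, 3820 were lower again in DS, 1315 were higher still and 3473 differed by less than the threshold. Of the 11062 genes lower in MG than in HEART, 1541 rose from MG to DS, 1736 fell further and 7785 differed by less than the threshold. On a common sum, which shifts most genes alike, 1560 genes rose and then fell over HEART, MG and DS and 6894 fell and then rose. Relative to the median of all genes considered, the numbers were 3124 and 1597 on a common sum, and 4046 and 1384 as deposited. As deposited, DS held the highest value of 14626 genes (29.6%), MG of 9624, OV of 9623, GLOB of 8669 and HEART of 6875. On a common sum OV came first, with 20523 genes, DS had 10263 and MG 3062, and the same shift between stages enters these numbers. Genes at 1 FPKM or more in a single stage and below 1 FPKM in the other 4 numbered 1704 in OV, 502 in GLOB, 1157 in HEART, 1370 in MG and 1806 in DS. When 5 FPKM was required in the single stage, 178, 12, 145, 334 and 316 genes remained in the same order.

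The largest changes of each step were as follows. From OV to GLOB, BnaN15g38820 (chromosome 15 of the DH12075 assembly, AT3G20210) rose from 0.880 to 1199 FPKM, a log2(FPKM + 1) difference of 9.32, and the largest fall was that of BnaN06g38710 (chromosome 6, no Arabidopsis locus given), at 110 FPKM in OV and listed at 0 in all later stages. From GLOB to HEART, BnaN01g05550 (chromosome 1, AT4G32110) rose from 1.41 to 1128 FPKM, and BnaN03g50700 (chromosome 3, no locus given) dropped from 83.2 to 1.49 FPKM. BnaN01g05550 was also the largest fall from HEART to MG, since it was listed at 0 in OV, MG and DS. The largest rise in that step was that of BnaN03g49400 (chromosome 3, AT4G27160), from 1.20 to 20939 FPKM, a difference of 13.22. From MG to DS, BnaN19g19610 (chromosome 19, AT1G73260) dropped from 9193 to 1.39 FPKM. BnaN04g25330 (chromosome 4, AT2G38870) was listed at 0 in the 4 earlier stages and at 267 FPKM in DS. The 3 genes with its Darmor identifier, itself included, summed to 0 in GLOB, HEART and MG and to 0.419 FPKM in OV, so they held no value in MG that belonged to it. The 9 genes of its Arabidopsis locus summed to 83.0 FPKM in MG and 343 FPKM in DS. BnaN03g49400 and BnaN19g19610 had the highest MG values among these. In OV, GLOB and HEART they were at 0.727 to 2.85 FPKM, near the ratios to MG described in the last paragraph. Their DS values, 9.09 and 1.39 FPKM, lie far below the median DS ratio given there (1.84%). For BnaN19g19610 the DS value was 0.0152% of the MG value, near the median ratios of OV (0.0129%) and GLOB (0.0143%). The size of its fall from MG to DS therefore rests on a value near those ratios too.

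Genes with roles in seed development and filling were followed through a list of 22 Arabidopsis symbols. Of these, 21 had a gene in the table, with 98 copies, 88 of them at 1 FPKM or more in a stage. Values are FPKM summed over the copies. LEC1 was listed at 0 in OV, at 0.677 in GLOB, 65.7 in HEART, 0.497 in MG and 0 in DS. LEC2 was also highest in HEART, at 9.40 FPKM. FUS3 rose from 7.12 in HEART to 75.6 in MG, and ABI3 from 1.81 in HEART to 146 in MG, with 60.2 in DS. WRI1 was at 32.4 in OV, 135 in HEART and 148 in MG. FAE1 was at 1.34 in HEART, 1791 in MG and 0.522 in DS. The oleosin gene OLEO1 reached 91892 FPKM in MG from 43.2 in HEART, and was at 5412 in DS. The albumin gene SESA4 reached 108709 FPKM in MG and was at 832 in DS, and the cruciferin gene CRU3 reached 40958 and was at 1296. EM6 went from 3836 in MG to 44833 in DS, and ABI5 from 93.7 in MG to 900 in DS. Summed over copies, 15 symbols were highest in MG, 4 in DS and 2 in HEART, with no minimum margin required. WRI1, counted in MG, had 0 of 5 copies higher by the threshold and 1 lower from HEART to MG. DGAT1 and EM1, counted in DS, had 0 copies higher by it from MG to DS.

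Over the 88 copies, the median log2(FPKM + 1) difference was 0.01 from OV to GLOB, 0.15 from GLOB to HEART, 7.50 from HEART to MG and -3.97 from MG to DS. From HEART to MG, 72 copies were higher and 8 lower, and from MG to DS 8 were higher and 63 lower. The HEART to MG median lay above those of all 10000 random lists matched on mean expression, whose own median was 0.05, and the MG to DS median lay below all of them (median of the random lists -0.16). From GLOB to HEART, 27 copies were higher and 3 lower, and the median lay above those of all 10000 random lists (their median -0.03) and at percentile 99.98 on a common sum. The OV to GLOB median lay at percentile 9.23 of the random lists. On a common sum it was -0.12, where the median of all genes considered was -0.34, and it lay at percentile 73.8, so the list did not stand apart in that step. The 88 copies belong to 21 symbols, and copies of a symbol often moved together. The random lists were matched on expression and not on such groups of copies. Their medians can therefore spread too little, and the percentiles can overstate how far the list stands apart.

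**Figure D3:**
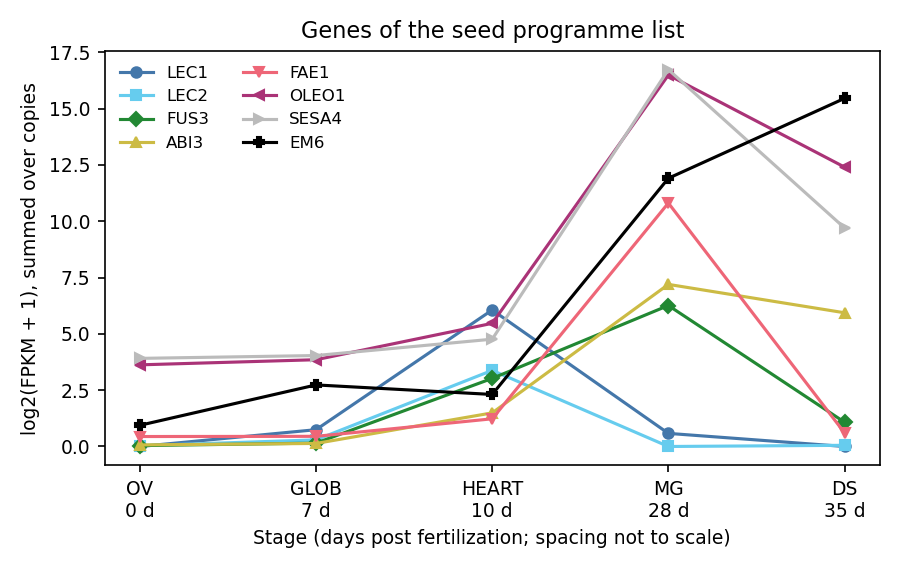
log2(FPKM + 1), with FPKM summed over the copies of each gene, for 8 genes of the list at the 5 stages; each point is 1 value per stage without error. LEC1 and LEC2 peak in HEART (65.7 and 9.40 FPKM), FUS3, ABI3, FAE1, OLEO1 and SESA4 in MG, and EM6 in DS (44833 FPKM).

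The contributions of the A and C subgenomes were compared as the C share of the FPKM summed over placed genes. It was 48.7% in OV, 48.0% in GLOB, 48.1% in HEART, 50.1% in MG and 48.9% in DS. The higher share in MG depended on the most abundant genes and in part on how genes were placed. Without the 100 highest genes of the stage it was 48.9%, and with the letter of the Darmor identifier in place of the DH12075 chromosome it was 48.8%. Among genes whose number and letter gave the same subgenome, MG stayed the highest stage, at 49.4%, with DS next at 49.0%. Of the detected genes, C genes were 51.0% in OV, 50.9% in GLOB, 51.2% in HEART, 50.8% in MG and 51.6% in DS. C genes were 51.2% of the genes considered in the comparisons. They made up from 48.7% (GLOB to HEART, higher) to 52.6% (MG to DS, higher) of the genes counted as changed.

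Single A and C copies of the same Arabidopsis locus formed 6099 homoeologous pairs, a comparison added after the data were examined. In OV, 3846 pairs had a summed FPKM of at least 2, and in 683 of them (17.8%) the copies differed at least 2-fold on the FPKM + 1 scale. The share was 24.4% in GLOB, 23.3% in HEART, 26.8% in MG and 33.6% in DS (1140 of 3390 pairs). The pseudocount moved these shares most, to 24.4% in OV and 42.1% in DS with a pseudocount of 0.1. Among the differing pairs, those higher on A were more numerous than those higher on C at each stage. The numbers were 364 on A and 319 on C in OV, 489 and 424 in GLOB, 473 and 431 in HEART, 503 and 473 in MG, and 574 and 566 in DS. The order was not the same under each alternative. In DS, 250 pairs were higher on A and 191 on C with at least 20 FPKM in the stage, 608 and 607 with further unplaced copies allowed, and 462 and 463 with differing Darmor letters required. With a pseudocount of 0.1, C led in MG, with 630 pairs against 625. The difference in direction was not tested. The median log2 ratio of C over A lay between -0.01 (OV) and 0.02 (HEART). Over the 5 stages, 1214 pairs were higher on C and 1271 higher on A in at least 1 stage, and 112 pairs were both. A difference in the same direction at all stages was found in 93 pairs for C and 126 for A. Reads shared by near-identical copies make the value of a single copy uncertain.

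**Figure D4:**
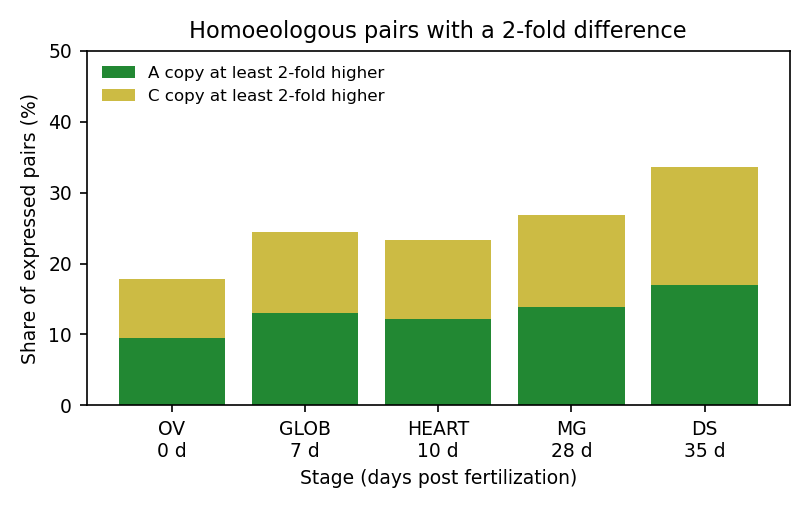
Percentage of homoeologous pairs with a summed FPKM of at least 2 in which the A copy (green) or the C copy (yellow) is at least 2-fold higher on the FPKM + 1 scale, by stage. The total rises from 17.8% in OV to 33.6% in DS, and the A part is the larger at each stage, by 364 to 319 pairs in OV and 574 to 566 in DS.

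The transcripts most abundant in MG were also listed at low values in the earlier stages. Among the 41 genes at 5000 FPKM or more in MG, the ratio of the OV to the MG value had a median of 0.0129%, and 35 genes lay within 2-fold of it. The median ratio was 0.0143% in GLOB, with 36 genes within 2-fold of it, and 0.00966% in HEART, with 27 genes. In DS it was 1.84%, with 8 genes within 2-fold. Both the ratio and the limit of 5000 FPKM were chosen after the values were seen. Among the 135 genes at 1000 FPKM or more the OV ratio was less uniform, with a median of 0.0147%, 88 genes within 2-fold of it and 8 genes below 0.5 of it. BnaN11g32850, singled out after its values were seen, was at 40418 FPKM in MG, 6.62 in OV and 5.41 in GLOB, and BnaN19g19610 was at 9193 in MG, 1.38 in OV and 1.20 in GLOB. Folds between MG and OV or GLOB rest on values near this ratio for such genes, as does the fall of BnaN19g19610 from MG to DS.

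**Figure D5:**
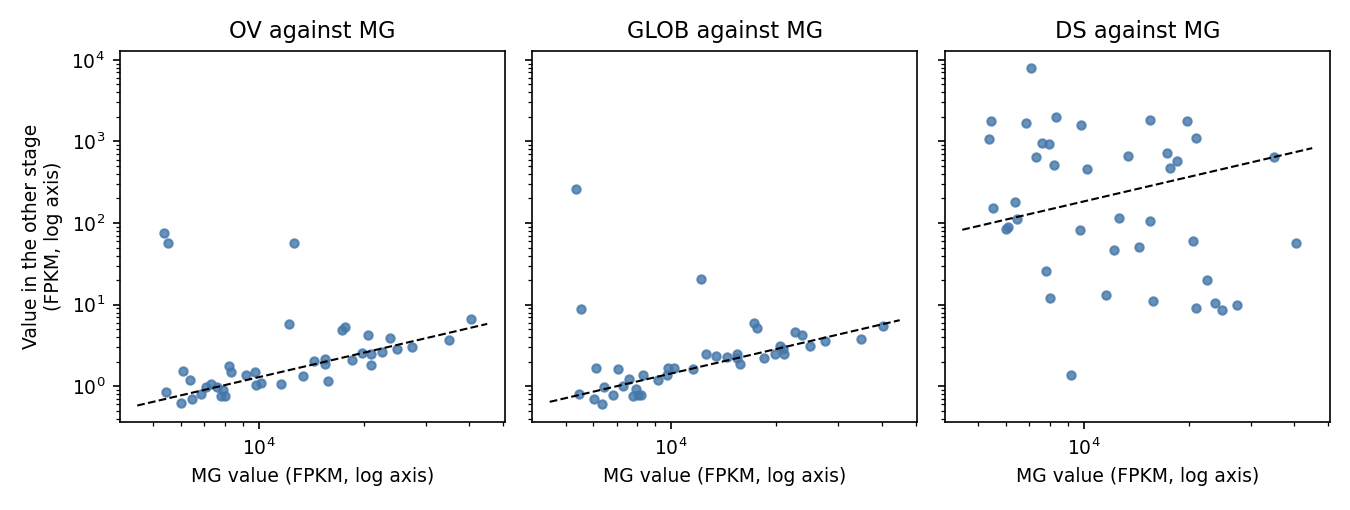
Values in OV (left), GLOB (middle) and DS (right) against the MG value for the 41 genes at 5000 FPKM or more in MG, all axes logarithmic in FPKM; each point is a gene and the dashed line is the median ratio (0.0129%, 0.0143% and 1.84%). Most points follow the line in OV and GLOB, with 35 and 36 genes within 2-fold of it. A few lie far above it, up to 1.41% in OV and 4.94% in GLOB. In DS the points scatter widely around the line.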

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

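No paired analysis was possible because the deposited table gives 1 value per stage and none per library. For the same reason the replicate block, the leaving out of replicates, the fits restricted to 2 stages, the variance settings of the planned model and the setting without a minimum difference gave no value. A count is described here as moved when it changed by more than 1.5 times, as was a share of the highest genes or of pairs, and a C share when it changed by more than 1 percentage point. The Fisher and permutation tests and the regroupings for stage-restricted genes were not run either, for want of values per library. Readings of the subgenome from Darmor identifiers, all alternatives for homoeologous pairs, for the stage of the highest value and for later changes, the common sum for named genes, and the common sum and quantile settings for the gene list were chosen after seeing the data. Of the values that answer a comparison, 114 stayed, 46 moved and 1 reversed.

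Numbers of genes counted as changed stayed within 1.5 times under the median-of-ratios rescaling, the common sum and quantile normalization, in all 6 comparisons. The balance of rises and falls was less stable. Under quantile normalization MG to DS changed order, with 9424 higher and 9272 lower (9397 and 10532 as deposited). OV to GLOB became nearly even there, with 6860 higher and 6743 lower (7831 and 5428 as deposited). A pseudocount of 0.1 raised OV to GLOB to 20198 and GLOB to HEART to 7792 genes, and the other 4 stayed within 1.5 times. Restricting to genes with a mean FPKM of at least 5 gave 6990 (OV to GLOB), 1472 (GLOB to HEART), 10687 (HEART to MG), 11395 (MG to DS), 13080 (OV to DS) and 20221 (any stage), on 23290 genes in place of 49417, so fewer genes were there to be counted. Leaving out the filter changed nothing, by construction. From HEART to MG, falls were the larger part as deposited (11062 of 19670) and on a common sum (25317 of 28900), but rises were with a mean FPKM of at least 5 (5451 against 5236). OV to DS changed order there too (7044 higher, 6036 lower). Relative to the median of the genes with that mean, falls were not outnumbered. The numbers were 4863 higher and 5619 lower from HEART to MG, and 6513 and 6514 from OV to DS. From HEART to MG the median of all genes considered was -1.03 on a common sum and -0.09 as deposited. Relative to the common-sum median of that step, 9754 genes were higher and 9910 lower. GLOB to HEART kept the smallest count under each setting tried.

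With a limit of 5 FPKM the detected genes were 20384 (OV), 20562 (GLOB), 21101 (HEART), 19509 (MG) and 19730 (DS), and the other limits and scalings kept each stage within 1.5 times. DS lay above MG at that limit and on a common sum (34889 against 32271). The 10 highest genes held 2.29% (OV), 3.72% (GLOB), 2.57% (HEART), 16.9% (MG) and 9.12% (DS) of the summed FPKM, and the 1000 highest 29.1% (OV), 34.5% (GLOB), 31.4% (HEART) and 53.0% (DS). MG had the highest share and DS the next at each of the 3 numbers of genes.

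The C share was 49.2% in GLOB and 48.9% in MG without the 100 highest genes, and 48.8% in MG by the Darmor letter. As a share of summed log2(FPKM + 1) it was 50.6% (OV), 50.5% (GLOB), 50.5% (HEART) and 51.1% (DS), and as a share of detected genes 51.0% (OV), 50.9% (GLOB), 51.2% (HEART) and 51.6% (DS). MG was the highest stage only in the sum over all genes with the DH12075 number, or with genes whose number and letter gave the same subgenome. DS was the highest under the other 4 readings.

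Stage-restricted genes numbered 178 (OV), 12 (GLOB), 145 (HEART), 334 (MG) and 316 (DS) when 5 FPKM was required against less than 1. With 0.1 FPKM as the limit, GLOB had 773 and HEART 1933, and after rescaling to a common sum OV had 2624 and MG 697. GLOB had the fewest under each of these settings. The common sum also moved the stage of the highest value, to 20523 genes in OV and 3062 in MG, the genes that rose and then fell over HEART, MG and DS to 1560, and those that fell and then rose to 6894, while the median-of-ratios rescaling moved none of these. By its construction the common sum shifts most genes alike, and relative to the median 3124 rose and then fell and 1597 fell and then rose. The median of the seed list from OV to GLOB reversed to -0.12 under the common sum, where the median of all genes was -0.34. Its other medians kept their sign and their side of 1 under each scaling and pseudocount, but not their size. The GLOB to HEART median was 0.065 with quantile normalization and 0.43 with a pseudocount of 0.1 (0.148 as deposited). The MG to DS median was -2.33 with quantile normalization (-3.97 as deposited). Each named gene kept its direction and a difference of at least 1, and the shares of differing pairs stayed within 1.5 times. The depth of the libraries is unknown, and it limits low values most. The effect of a single library on any value was not tested.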

Other observations

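The tests on transcripts abundant in MG, on the discrete ratios and on the number of libraries were chosen only after the results were seen, and the patterns themselves were all found in the same data.

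Most transcripts abundant in MG appeared in OV and GLOB at a near-constant fraction. A hypothesis is carry-over of reads, with MG reads counted in OV libraries through shared indexes, lanes or handling. Such carry-over would bring every abundant transcript alike, so none should lie far below the common ratio. Of the 41 genes at 5000 FPKM or more in MG, 0 had an OV to MG ratio below 0.5 of the median, and 0 had so low a GLOB to MG ratio. The lowest ratio was 0.00737% in OV, against a median of 0.0129%. The highest was 1.41% in OV and 4.94% in GLOB, so a few of the 41 genes lay far above the common ratio. The limit of 5000 FPKM was set after the ratios of the 135 genes at 1000 FPKM or more had been looked at, and in that larger set the prediction was not met. There, 8 genes had an OV to MG ratio below 0.5 of the median, 2 of them listed at 0 in OV, and the interquartile range was 2.11. At the median ratio of the 135 genes (0.0147%) those 8 genes would stand at 0.150 to 0.491 FPKM in OV. Against the ratio of the 41 genes, 6 of the 135 fell below 0.5 of it. Without counts or depth the sampling spread of such values is unknown, so whether the 8 genes exclude carry-over stays open. Low values are found among the 41 genes too, 9 of which were below 1 FPKM in OV. Low expression set gene by gene had been predicted to spread the ratios as widely as those of DS to MG. The interquartile range of the log2 ratio was 0.71 for OV and 4.90 for DS. However, many of these genes were far above such low levels in DS, where the median ratio was 1.84%. The spread in DS is therefore no measure of the spread of low expression, and the comparison cannot decide for or against it. In HEART, 2 of the 41 genes lay below 0.5 of the median and the interquartile range was 2.01, so a single fraction describes HEART less well. DS libraries as the source in OV are argued against by 13 genes that were at least 10 times higher in DS than in MG. Their median OV to DS ratio was 0.00159%, while in GLOB and HEART it was 0.0126% and 0.00770%. EM6 shows this in its copy BnaN14g06350, at 21270 FPKM in DS, 0.314 in OV and 2.68 in GLOB. Carry-over from MG into OV stays a candidate explanation for the 41 genes, on a limit chosen afterwards, and was not shown for the larger set. Whether DS reads reached GLOB was not tested. A uniform basal transcription of these genes before fertilization was not tested and stays open. The effect on detection is small, with 26 of 38383 genes detected in OV at no more than 2 times the common ratio to their MG value, but folds of storage transcripts between MG and OV would then be lower bounds.

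The share of homoeologous pairs with a 2-fold difference was 17.8% in OV and 33.6% in DS. Scatter of low values would leave a flat share among well-expressed pairs. Among the 1103 pairs with a mean summed FPKM of at least 20, the share was 15.3% in OV and 33.1% in DS, a ratio of 2.16, so such scatter is not the whole cause. With at least 20 FPKM required in the stage itself, the shares were 15.8% in OV and 37.7% in DS. MG has as many libraries as OV, and its share among the 1103 pairs was 1.82 times that of OV, so a higher share also arose without fewer libraries. How far the smaller number of libraries raised the share in DS itself stays open, because DS has no value at an equal number. The spread between libraries within a stage, the sharing of reads between near-identical copies and a change of homoeologue use with development stay open, as none was tested. The share did not rise at each step, being 23.5% in GLOB and 21.8% in HEART for the same 1103 pairs.

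The C share of summed FPKM was highest in MG, at 50.1%. A few abundant C genes may carry this. Without the 100 highest genes of each stage the MG share was 48.9%, and the other stages lay between 49.1% and 49.5%, so that MG went from the highest stage to the lowest. The prediction had been a share within the range of the other stages, and it fell just below that range. The Darmor identifiers place some abundant genes on the other subgenome (48.8% in MG). Where number and letter gave the same subgenome, MG stayed the highest stage (49.4%, with 49.0% in DS), so placement alone does not account for its rank. No biological explanation was tested.

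Although no value per library is given, low values may hold a trace of the libraries. Among 3930 genes with values above 0 and below 0.3 FPKM in both MG and DS, some log2 ratios of the 2 values recurred in many genes, the 6 most frequent being -0.60, -0.16, 0.19, 0.47, 0.90 and 1.25. They held 796 genes (20.3%), and the other ratios lay elsewhere. A candidate explanation is that each stage value averages its labelled number of libraries, so that a single read in 1 library gives 1 of 3 steps in MG and 1 of 2 in DS. The 6 values then have to form a grid of 3 by 2 sums. Ratios had been looked at in all 10 pairs of stages before this pair was taken. For MG and DS the 6 values formed the grid with a largest residual of 1.4e-06 on the log2 scale, where 0.02 had been allowed, and 0% of 10000 random sets of 6 values came as close. The same grid was then tried for the other 3 stages against DS and came within 0.02 in none of them. The residual was 0.0815 for OV, 0.154 for GLOB and 0.0608 for HEART, which argues against the explanation in this form for those stages. A gap equal to that found with MG did recur between 2 pairs of the 6 values in each of them, as in 2.04% (OV), 2.16% (GLOB) and 1.87% (HEART) of random sets. No grid was fitted for the 6 pairs of stages without DS. On this reading, which rests on MG and DS alone, a read counted 2.09 times as much in 1 DS library as in the other, and up to 1.72 times as much among the MG libraries. The libraries were not matched to replicate numbers.

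Some genes were listed at exactly 0 in 1 stage and at 10 FPKM or more in each of the other 4. There were 8 such genes in DS, 1 in OV and 0 in GLOB, HEART and MG. BnaN03g28810 (AT3G04280) was at 155 FPKM in MG and listed at 0 in DS, and Bna18368s0010 (AT5G38430) was at 250.4 FPKM in HEART and listed at 0 in OV. These genes were chosen after their values were seen, and a failed estimate was not told from a true fall.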
